A study of Mus musculus with 15 samples. Its data were reported in "A primordial germ cell-like-cell platform enables CRISPRi screen for epigenetic fertility modifiers" (2025).

How the data were processed

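Gene expression was measured by RNA sequencing in 15 mouse libraries, 3 in each of 5 groups, from day 6 embryoid bodies in which doxycycline switched on 4 transgenes (Nanog, Prdm1, Prdm14 and Tfap2c). Cells were sorted by a Stella-eGFP reporter, which stands for expression of Dppa3. The groups were untreated eGFP+ cells (columns named WT in the deposited table), and eGFP+ and eGFP- cells from cultures given sodium butyrate (SB) or valproic acid (VPA). An untreated eGFP- library was not used here.

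The values are raw counts per gene, deposited by the authors in 1 table with 55536 Ensembl gene identifiers. Per the labels, reads were trimmed with Trim Galore, checked with FastQC and aligned with STAR. The genome was mm10 with an Ensembl annotation. The tool that counted reads per gene, its strand setting and the versions of these tools are not given in the sources used here. Reads from genes with near-identical copies (Tuba3a, H2-K1, Hspa1a, Ifit and Oas genes, mitochondrial and ribosomal protein genes) may be shared among copies. All identifiers were matched to GENCODE M21 for symbols, positions and exon lengths. Of the gene names in the lists, 1 (Gcna) had no gene under that symbol.

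Every column was used. Counts per library ran from 31421995 to 44102282, and 33440 genes had at least 1 count. The filter of edgeR (filterByExpr, minimum count 10) kept 18980 genes. Libraries were scaled by TMM, and levels are given as TMM-scaled CPM (counts scaled to 1e+06 per library), mean ± SD over 3 libraries. Principal components used log2 CPM with a prior count of 2 and the 2000 most variable genes.

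All 15 libraries entered 1 fit with a mean for each group (R 4.3.3, edgeR 4.0.16, glmQLFit and glmQLFTest, 2-sided). The common biological coefficient of variation was 0.165. Benjamini-Hochberg adjustment ran over the 18980 genes of each comparison. A gene was called at an adjusted p under 0.05, and "rose", "fell" and "changed" are used for called genes only. Counts of calls are given first for genes that also had a log2 fold change beyond 1. Errors on log2 changes are standard errors (SE), and intervals are 95% intervals from the same fit. The 7 comparisons were SB eGFP+ with control eGFP+, VPA eGFP+ with control eGFP+, VPA eGFP+ with SB eGFP+, eGFP- with eGFP+ under each compound, VPA eGFP- with SB eGFP-, and the difference between the compounds in the eGFP- to eGFP+ change (the interaction). Overlaps of calls were compared with the product of the shares and tested with Fisher's exact test (2-sided). No label says that the 3 replicates were separate cultures, so the p-values measure only the spread between these samples.

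The gene lists were fixed before the data were examined. They hold the transgenes, the reporter gene, and genes of early PGCs, naive pluripotency, formative or primed pluripotency, later germline, meiosis, the piRNA pathway, mesoderm, a WNT and mesoderm set named by the study, endoderm, neuroectoderm, trophoblast and placenta, imprinting, muscle, fibroblast and matrix, endothelium and blood, interferon and innate immunity, HDACs and corepressors, HDAC inhibitor response, DNA methylation, beta protocadherins, Hox, p53 targets, stress and immediate early response, cell cycle, the mitochondrial genome, and ribosomal proteins, 28 lists in all. Each list with at least 3 tested genes was tested with camera (limma 3.58.1) at the preset correlation of 0.01, adjusted over lists within a comparison. Members were also counted with p-values adjusted over the list alone. The WNT and mesoderm set, and Nanos3, Dazl and Ifitm3, were picked by the study on these samples, so their counts are not independent evidence.

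Genes were named by a rule written at the same stage. It took the 5 largest called changes in each direction (3 for VPA eGFP- with SB eGFP- and for the interaction) among genes with a mean of at least 5 CPM in the higher group and no overlap between the libraries of both groups. It added up to 4 members per list with the smallest p, and the reporter, transgenes, Hdac1, Hdac2, Hdac3 and genes named in the study's text. Some genes that the rule named are not reported here. The interaction has no pair of groups, so the overlap criterion was not applied to it. Of the called genes this rule named, all 3 libraries of one group lay beyond all 3 of the other in 65 of 65 (SB eGFP+ with control), 97 of 99 (VPA eGFP+ with control), 87 of 89 (VPA with SB, eGFP+), 115 of 115 (SB eGFP- with eGFP+), 120 of 124 (VPA eGFP- with eGFP+) and 102 of 102 (VPA with SB, eGFP-). The rule required this of the largest changes and took called genes, so these numbers describe the named genes and test nothing. Nanog, Prdm1, Prdm14 and Tfap2c counts can include reads from the transgenes.

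The columns carry numbers 1 to 3. Over 9832 genes, deviations from the group mean correlated between libraries of the same number by 0.57, 0.43 and 0.28 for VPA eGFP+ with control and by 0.76, 0.8 and 0.24 for VPA eGFP- with eGFP+. A fit with number as a block is therefore given beside a result where it changes a call. The method was tested on simulated data with the size and spread of these groups. It called 77.6% of genes changed 2-fold and 98.5% of genes changed 4-fold for SB eGFP+ with control, and 5.3% of its calls there were false.

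The alternatives chosen before the data were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom with quality weights, no filter, only the groups compared, the replicate block, camera with an estimated correlation, fry, and leaving out each library. Chosen after seeing the data were an offset that removes each library's trend of expression with exon length (lowess span 0.3), that offset with the block, and leaving out both VPA libraries of number 1. Collagen, histone and guanylate-binding genes were also singled out after their values were seen.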

Results

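Messenger RNA levels were measured in 15 libraries of mouse cells, 3 from each of 5 groups. Primordial germ cell-like cells (PGCLCs), a culture model of the precursors of sperm and eggs, were induced from epiblast-like cells by 4 transgenes. Embryoid bodies were grown for 6 days without an inhibitor, with SB at 0.05 mg/mL or with VPA at 0.5 mM. SB and VPA both inhibit histone deacetylases (HDACs), and their doses differ. Cells positive for the Stella-eGFP reporter were taken from all 3 cultures, and cells negative for it from both treated cultures. Counts per library (mean ± SD, in M) were 39.3 ± 4.99 in control eGFP+, 38.8 ± 0.7 in SB eGFP+, 40.6 ± 2.49 in SB eGFP-, 39.3 ± 6.89 in VPA eGFP+ and 39.5 ± 4.19 in VPA eGFP-, n = 3 each. Between 21954 and 24751 genes had a count in each library.

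The sort labels were checked with Dppa3, the gene behind the reporter (ENSMUSG00000046323, mm10 chromosome 6, 122626410 to 122630272). Its level was 403 ± 18.6 CPM in control, 357 ± 15 in SB and 412 ± 130 in VPA eGFP+ cells, against 9.18 ± 1.1 in SB and 14.6 ± 3.24 in VPA eGFP- cells. The first principal component (72.4% of variance) separated eGFP+ libraries (-61.7 to -32.7) from eGFP- libraries (65 to 81.8). On the second (9.6%), VPA libraries lay from -29.3 to -21.3 whatever their sort, and all other libraries from 5.3 to 32. Some libraries stood apart within their groups. VPA eGFP+ library 1 had 31.4 M counts and gave 1.603% of them to the ribosomal RNA-overlapping gene Gm42418 (0.251% to 1.015% elsewhere). Its deviations from its group mean decreased with exon length (Spearman -0.633 across genes), as in VPA eGFP- library 1 (-0.633) and control library 1 (-0.507). Deviations in a group cancel out, so increases in VPA eGFP- library 2 (0.671) and VPA eGFP+ libraries 2 and 3 (0.612 and 0.556) partly mirror these. The rest had -0.376 to 0.444.

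**Figure D1:**
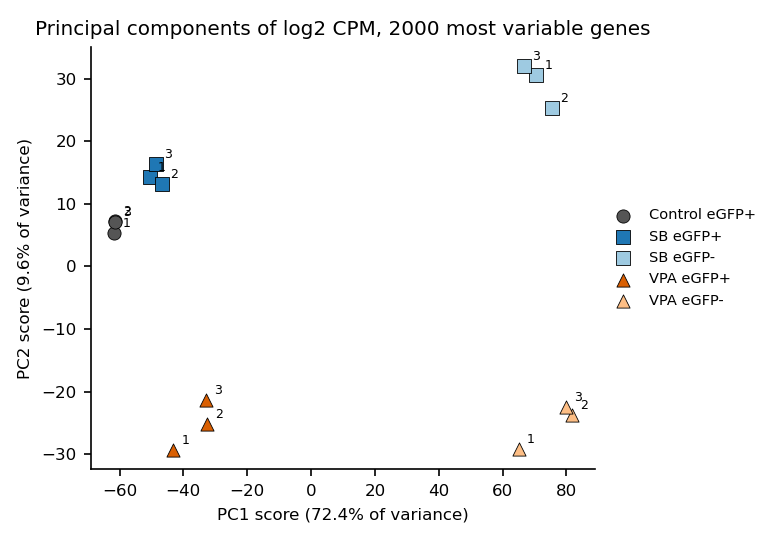
Principal component scores of the 15 libraries (log2 CPM of the 2000 most variable genes), with PC1 on the horizontal and PC2 on the vertical axis, a marker and colour per group and the replicate number beside each point. PC1 (72.4%) separates eGFP+ from eGFP- libraries, and PC2 (9.6%) separates VPA libraries (-29.3 to -21.3) from the rest (5.3 to 32).

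The comparison of SB eGFP+ with control eGFP+ cells asks what butyrate changes in cells that still reach the reporter-positive state. Krt8, a keratin of simple epithelia and trophectoderm (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482), went from 2.6 ± 0.942 to 18.2 ± 1.66 CPM (n = 3 each, log2 change 2.83 ± 0.28, adjusted p = 2.65e-05). The imprinted noncoding RNA H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143) went from 48.7 ± 4.07 to 338 ± 18.9 CPM (2.79 ± 0.15, adjusted p = 4.34e-08). The other large rises were in the metal transporter Slc39a8 (2.68 ± 0.17), the Polycomb-related gene Sfmbt2, needed for trophoblast growth (25.1 ± 5.16 to 128 ± 13.4 CPM), and Peg10, an imprinted gene of retrotransposon origin (94.2 ± 11.4 to 366 ± 34 CPM). The largest falls were in Rbm24, an RNA-binding splicing regulator (8.49 ± 0.502 to 1.85 ± 0.422 CPM, -2.2 ± 0.17, adjusted p = 2.29e-06), the matrix gene Tgfbi (-2.03 ± 0.28), the Hedgehog effector Gli2 (-2.02 ± 0.26), Cap2 (-1.97 ± 0.19) and the WNT effector Lef1 (-1.85 ± 0.29). With a log2 change beyond 1, 253 genes rose and 315 fell. The 253 became 394 with limma-voom, and the 315 became 646 with limma-voom, 493 with only the groups compared, 205 without control library 2 and 188 without SB eGFP+ library 2. Without a log2 limit 637 rose and 750 fell. Leaving out any 1 of the 6 libraries gave 350 to 404 and 376 to 489, and fitting only these 6 gave 1847 and 1988.

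Some meiosis, piRNA and later germline genes fell with SB. Of 30 tested meiosis genes 9 fell, 0 rose and 21 were not called (adjusted over the list alone, 14 fell; median log2 change -0.56; camera adjusted p = 1.57e-07). The 9 became 3, 4 and 4 without control libraries 1, 2 and 3, and 4 and 2 without SB eGFP+ libraries 1 and 2, while the adjusted p of the list stayed between 8.88e-09 and 2.16e-06. Smc1b, a meiotic cohesin subunit, went from 39.5 ± 2.17 to 14.3 ± 1.62 CPM (-1.47 ± 0.17, adjusted p = 0.000113), and the cohesin gene Stag3 from 53.3 ± 3.14 to 28.2 ± 2.28 CPM (-0.92 ± 0.14). Stra8, which gates meiotic entry, fell from 115 ± 15.9 to 61.3 ± 5.36 CPM (-0.91, adjusted p = 0.0174), a call lost without control library 1 (0.0728), SB eGFP+ library 1 (0.0669) or SB eGFP+ library 2 (0.0845). The synaptonemal complex gene Sycp1 was not called (-0.56 ± 0.21, adjusted p = 0.138, from 0.00185 with limma-voom to 0.359 over alternatives). Of 21 piRNA pathway genes, which silence transposons in germ cells, 6 fell, 0 rose and 15 were not called (adjusted over the list alone, 9 fell; median -0.48; camera adjusted p = 3.44e-07). Examples were Piwil4 (2.08 ± 0.393 to 0.526 ± 0.217 CPM, -1.98 ± 0.36), Fkbp6 (-1.41 ± 0.22), Mov10l1 (-1.09 ± 0.17) and Mael (-1.05 ± 0.21). Of 13 later germline genes 5 fell (3 without SB eGFP+ library 2) and 8 were not called (adjusted over the list alone, 9 fell; median -0.62; camera adjusted p = 7.98e-08, and adjusted p = 0.119 with an estimated correlation). The RNA-binding translation regulator Dazl (ENSMUSG00000010592, chromosome 17, 50279395 to 50293636) went from 371 ± 8.98 to 155 ± 22.1 CPM (-1.26 ± 0.23, adjusted p = 0.00278). The transcription factor Sohlh2 went from 70 ± 3 to 37.2 ± 3.94 CPM (-0.91 ± 0.11) and the RNA helicase Ddx4 from 21.5 ± 1.75 to 14 ± 0.639 CPM (-0.62 ± 0.11). As the study picked Dazl, it is not independent evidence within the 5.

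Early PGC and naive genes did not move together with SB. Of 14 early PGC genes 2 rose, 2 fell and 10 were not called (camera adjusted p = 0.682; adjusted over the list alone, 4 rose and 2 fell). Without any 1 of the 6 libraries 0 rose and 1 fell. The chemokine receptor Cxcr4, which guides PGC migration, fell from 7.81 ± 1.07 to 3.37 ± 0.322 CPM, while Nanos3 (0.5 ± 0.29, adjusted p = 0.381) and Ifitm3 (0.01 ± 0.16, adjusted p = 0.987) were not called. None of 17 naive pluripotency genes was called (0.682). Of 11 formative or primed pluripotency genes 6 fell (3 or 4 without any 1 library) and 5 were not called (adjusted over the list alone, 1 rose and 6 fell; median -0.52; camera adjusted p = 2.54e-05). Among them were Lef1 (13.1 ± 0.806 to 3.62 ± 1.14 CPM) and the WNT antagonist Sfrp2 (-1.27 ± 0.19, adjusted p = 0.000704). Of the 4 transgene genes 1 rose (0 without any 1 library; camera adjusted p = 0.865; adjusted over the list alone, 1 rose and 1 fell).

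Trophoblast and placenta genes rose with SB, 10 of 15 tested with 5 not called (10 also when adjusted over the list alone; median 1.21; camera adjusted p = 9.98e-14). Besides Krt8, these included Krt7 (2.08 ± 0.105 to 6.65 ± 0.279 CPM, 1.67 ± 0.23), Wnt7b (17.6 ± 1.29 to 40.8 ± 1.03 CPM, 1.21 ± 0.14, adjusted p = 0.000103) and the trophectoderm factor Cdx2, at low level (0.0516 ± 0.0473 to 0.768 ± 0.426 CPM, 3.8 ± 0.59). Of 22 imprinted genes 6 rose, 2 fell and 14 were not called (adjusted over the list alone, 8 rose and 3 fell; median 0.05; camera adjusted p = 5.06e-05). With H19 and Peg10, the noncoding RNA Meg3 rose (1.42 ± 0.17), as did the growth factor gene Igf2 at low level (0.159 ± 0.133 to 3.18 ± 0.59 CPM, 4.31 ± 0.67). Of 31 interferon and innate immunity genes 9 rose (3 to 5 without any 1 library), 1 fell and 21 were not called (adjusted over the list alone, 11 rose and 1 fell; median 0.46; camera adjusted p = 2.74e-08, and adjusted p = 0.119 with an estimated correlation). The immunoproteasome gene Psmb8 rose from 0.217 ± 0.0383 to 1.26 ± 0.14 CPM (2.51 ± 0.25), Oasl2 from 25.1 ± 1.59 to 63.5 ± 4.49 CPM (1.34 ± 0.19) and Isg15 by 1.41 ± 0.28. Of 7 genes known to respond to HDAC inhibitors 3 rose (1 without control library 2 or SB eGFP+ library 3), 1 fell and 3 were not called, also when adjusted over the list alone (camera adjusted p = 0.0136, and adjusted p = 0.0972 with an estimated correlation). The linker histone gene H1f0 (ENSMUSG00000096210, chromosome 15, 79028450 to 79030504) went from 27.2 ± 1.82 to 59.1 ± 5.16 CPM (1.12 ± 0.1, adjusted p = 1.59e-05).

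Lineage and housekeeping lists were not called with SB. Among 24 mesoderm genes 3 rose, including the heart and trophoblast factor Hand1 (4.05 ± 0.604 to 14 ± 1.45 CPM, 1.78 ± 0.12, adjusted p = 1.02e-06) and the ligand gene Bmp4 (60.9 ± 3.41 to 154 ± 8.66 CPM), and 21 were not called (camera adjusted p = 0.513). Of the study's 6 WNT and mesoderm genes, not independent evidence, Msx2 rose (0.98 ± 0.19) and Sp5 fell (-2.24 ± 0.37; camera adjusted p = 0.682). Risen and fallen members were 0 and 1 of 11 for endoderm (0.623), 1 and 1 of 15 for neuroectoderm (0.188) and 1 and 2 of 20 for muscle (0.875). They were 2 and 2 of 12 for fibroblast and matrix (0.847; Vim 0.76 ± 0.13 and Col5a1 -1.63 ± 0.19) and 0 and 1 of 7 for endothelium and blood (0.903; Lmo2 -1.63 ± 0.26). Counts were 1 and 0 of 11 for DNA methylation (0.623) and 1 and 0 of 10 for the stress response (0.682; Junb 0.76 ± 0.16). None was called among 23 Hox genes (0.513), 10 p53 targets (0.682), 18 cell cycle genes (0.857), 19 mitochondrial genes (0.682), 79 ribosomal protein genes (0.682) or 2 beta protocadherins, which were too few to test as a list. Among 26 HDAC and corepressor genes Hdac6 rose (0.56 ± 0.12, adjusted p = 0.00832, and 0.0508 without control library 1; camera 0.74). Hdac1 (0.24, adjusted p = 0.123), Hdac2 (-0.17, 0.338) and Hdac3 (0.19, 0.354) were not called, but alternatives gave 0.00381 to 0.405, 0.0471 to 0.644 and 0.0355 to 0.666. Without any 1 library 0 rose for muscle and DNA methylation. For muscle 1 fell without control library 1 or SB eGFP+ library 1 and 0 without SB eGFP+ library 2. For fibroblast and matrix 1 rose without any library but control library 1, for endoderm 0 fell without SB eGFP+ library 2, and for stress 2 rose without control library 1. Adjusted over the list alone, the counts were 3 and 3 for mesoderm, 1 and 1 for endoderm, endothelium and stress, 4 and 3 for fibroblast and matrix, and unchanged for the rest. The median and the test differed in sign for the transgenes, mesoderm, muscle and fibroblast lists. The called lists that held with an estimated correlation were the formative, meiosis, piRNA and trophoblast lists (adjusted p = 0.0151 each) and the imprinted list (0.0298).

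The comparison of VPA eGFP+ with control eGFP+ cells asks the same of valproic acid. Nnat, an imprinted gene of neuronal and endocrine cells (ENSMUSG00000067786, chromosome 2, 157560078 to 157562522), went from 3.26 ± 0.318 to 20.1 ± 1.81 CPM (n = 3 each, 2.63 ± 0.13, adjusted p = 6.94e-09). The linker histone gene Hist1h1c went from 6.85 ± 1.9 to 41.9 ± 13.9 CPM (2.62 ± 0.23). The dehydrogenase gene Bdh2 (2.91 ± 0.27), the cyclooxygenase gene Ptgs1 (2.8 ± 0.31) and the axonal gene Trim46 (2.8 ± 0.19) rose from under 2 CPM in control, at 0.759 ± 0.143, 1.91 ± 0.423 and 0.727 ± 0.0484 CPM. Pramel6, a gene of preimplantation embryos and naive stem cells (ENSMUSG00000025838, chromosome 2, 87506565 to 87510872), fell from 20.1 ± 3.51 to 1.51 ± 0.272 CPM (-3.74 ± 0.19, adjusted p = 6.94e-09). Megf11 (-3.57 ± 0.29), Fat2 (-3.48 ± 0.41), Bahcc1 (-2.99 ± 0.37) and Tgfbi (-2.97 ± 0.3) followed. With a log2 change beyond 1, 662 genes rose and 801 fell. Without that limit 2142 rose and 2313 fell, but 1293 and 1519 without control library 2, 1420 rose without control library 3, and 1126 and 1431 with only the groups compared.

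Germline genes moved both ways with VPA. Of 30 meiosis genes 8 fell, 2 rose and 20 were not called, also when adjusted over the list alone (median -0.27). The 8 became 5 without VPA eGFP+ library 2 or 3. The list was at the edge of a call (camera adjusted p = 0.0484, adjusted p = 0.293 with an estimated correlation, 0.0594 with the replicate block, 0.00176 to 0.293 over all alternatives). It was lost without control library 1 (0.0568), control library 2 (0.0885), VPA eGFP+ library 2 (0.133) or VPA eGFP+ library 3 (0.0508). Stag3 (ENSMUSG00000036928, chromosome 5, 138280240 to 138312393) fell from 53.3 ± 3.14 to 20.1 ± 4.3 CPM (-1.4 ± 0.14, adjusted p = 6.26e-06). Smc1b went from 39.5 ± 2.17 to 17.2 ± 3.74 CPM (-1.21 ± 0.17) and the recombination gene Meiob from 4.92 ± 0.178 to 1.41 ± 0.277 CPM (-1.81 ± 0.31). Tex15, a germ cell gene of recombination and transposon silencing, rose from 27 ± 1.97 to 58.9 ± 9.97 CPM (1.13 ± 0.19). Stra8 (-0.03 ± 0.22, adjusted p = 0.941, but -0.32 and 0.0468 without both VPA libraries of number 1), Sycp1 (-0.01, 0.971) and Sycp2 (-0.17, 0.691) were not called. Of 21 piRNA genes 5 fell, 3 rose and 13 were not called (adjusted over the list alone, 6 fell and 4 rose; camera adjusted p = 0.224). Without control library 2 or VPA eGFP+ library 1, 3 fell, and without VPA eGFP+ library 2, 1 rose. Mov10l1 fell (19.6 ± 0.975 to 6.21 ± 1.19 CPM, -1.66 ± 0.17) with Tdrd1 (-1.47 ± 0.29) and Fkbp6 (-0.98 ± 0.22), and Tex19.1 rose (0.61 ± 0.13). Of 13 later germline genes 2 fell (4 without VPA eGFP+ library 1), Dazl (371 ± 8.98 to 161 ± 33.5 CPM, -1.21 ± 0.23) and Ddx4 (-0.84 ± 0.11), and 1 rose, the testis transcription factor gene Taf7l (4.68 ± 0.482 to 13.1 ± 2.15 CPM, camera adjusted p = 0.355).

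**Figure D2:**
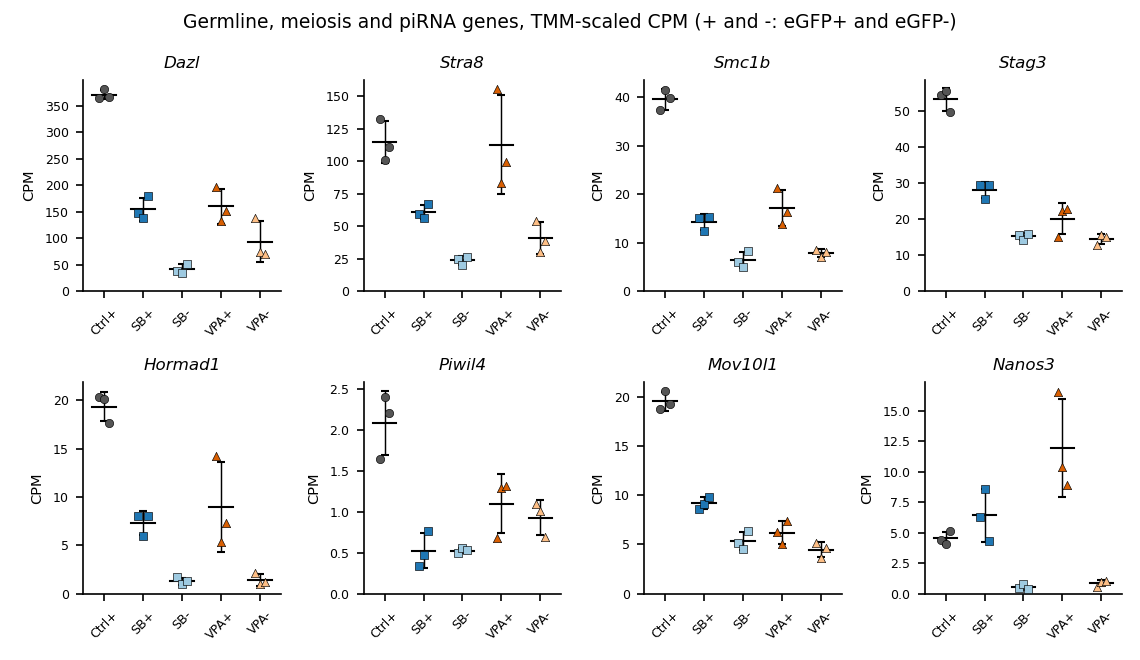
TMM-scaled CPM (vertical axes, starting at 0) of 8 germline, meiosis and piRNA genes in the 5 groups, with a point per library, a line at the mean and bars of 1 SD. Dazl falls from 371 CPM in control to 155 with SB and 161 with VPA in eGFP+ cells, and Nanos3 stands at 12 CPM in VPA eGFP+ and 0.848 in VPA eGFP- cells.

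Early germ cell genes were mixed with VPA and 5 of 17 naive pluripotency genes fell. Of 14 early PGC genes 5 rose, 3 fell and 6 were not called (adjusted over the list alone, 8 rose and 3 fell; 8 rose without VPA eGFP+ library 2; camera adjusted p = 0.224). The study reported relative depletion of Nanos3 in treated eGFP+ cells. This translational repressor rose from 4.55 ± 0.538 to 12 ± 4.04 CPM (1.39 ± 0.29, adjusted p = 0.00276). The RNA-binding factor Dnd1 rose from 24.9 ± 1.89 to 47.7 ± 7.65 CPM (0.94 ± 0.12). The receptor gene Kit (447 ± 20.5 to 271 ± 60.1 CPM) and the alkaline phosphatase gene Alpl (623 ± 31.7 to 423 ± 29.8 CPM) fell, and Ifitm3 was not called (0.37, adjusted p = 0.115, but 0.0286 with no filter, and 0.039 and 0.0499 without VPA eGFP+ libraries 2 and 3). Of the naive genes 12 were not called (8 fell without VPA eGFP+ library 1), also when adjusted over the list alone (median -0.29; camera adjusted p = 0.00393, and adjusted p = 0.303 with an estimated correlation). Klf4 went from 50.1 ± 8.41 to 21.8 ± 1.23 CPM (-1.2 ± 0.11), Tbx3 from 148 ± 7.01 to 74 ± 18.4 CPM (-1 ± 0.14) and the growth factor gene Fgf4 fell by 0.72. Of the 4 transgene genes 2 rose, also when adjusted over the list alone (camera adjusted p = 0.0424, and adjusted p = 0.205 with an estimated correlation, 0.0887 without control library 2 and 0.0685 without control library 3). These were Prdm14 (200 ± 41.3 to 458 ± 100 CPM, 1.19 ± 0.15) and Nanog (0.81 ± 0.18, and 0.52 without VPA eGFP+ library 1). Of 11 formative genes 2 rose and 4 fell (0.251; 1 and 2 without control library 1 or VPA eGFP+ library 2 or 3, 1 and 1 without control library 2), with Dnmt3b at 0.57 ± 0.12 and Sfrp2 at -1.74 ± 0.19.

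Targets of p53 fell with VPA. Of 10 tested, 8 fell and 2 were not called (9 fell when adjusted over the list alone; median -0.64; camera adjusted p = 1.18e-06, and adjusted p = 0.205 with an estimated correlation). The apoptosis gene Bbc3 (ENSMUSG00000002083, chromosome 7, 16308393 to 16318205) went from 26.2 ± 1.19 to 12.1 ± 0.708 CPM (-1.11 ± 0.12, adjusted p = 2.08e-05). Phlda3 went from 43.6 ± 2.4 to 22.7 ± 2.74 CPM (-0.94 ± 0.11), Ccng1 from 230 ± 11.6 to 134 ± 13.5 CPM (-0.78 ± 0.1) and Mdm2, the ligase that degrades p53, from 233 ± 6.27 to 170 ± 21.1 CPM (-0.45 ± 0.09). H1f0 rose from 27.2 ± 1.82 to 141 ± 8.62 CPM (2.38 ± 0.11, adjusted p = 5.72e-09). Of its list of 7 HDAC inhibitor-responsive genes 3 rose and 2 fell, also when adjusted over the list alone. The chaperone gene Clu rose (1.12 ± 0.13), and Txnip (360 ± 21.9 to 148 ± 25 CPM) and Gadd45b (-0.95 ± 0.14) fell. The list gave a camera adjusted p of 0.0419 (adjusted p = 0.205 with an estimated correlation, 0.0757 with the length offset, 0.0582 with that offset and the block, 0.0887 without control library 2, 0.101 without control library 3 and 0.0793 without VPA eGFP+ library 3). Of 10 stress genes 4 rose (1 without control library 2 or 3), also when adjusted over the list alone, among them Egr1 (14.4 ± 4.12 to 35.3 ± 10.9 CPM). That call (camera adjusted p = 0.0419) became an adjusted p = 0.435 with an estimated correlation, 0.0648 with the length offset, 0.0596 with that offset and the block, and 0.0887, 0.101 and 0.0508 without control library 2, control library 3 and VPA eGFP+ library 3.

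Part of the imprinted and immune genes rose with VPA as well. Of 22 imprinted genes 11 rose, 3 fell and 8 were not called (1 fell without control library 3; adjusted over the list alone, 12 rose and 3 fell; median 0.68; camera adjusted p = 6.89e-08). With Nnat these included Peg10 (94.2 ± 11.4 to 418 ± 96.8 CPM, 2.15 ± 0.2), H19 (48.7 ± 4.07 to 148 ± 32.5 CPM, 1.61 ± 0.14) and Mest (36.9 ± 4.47 to 100 ± 15.2 CPM, 1.44 ± 0.13). Of 31 interferon and innate immunity genes 16 rose and 15 were not called (adjusted over the list alone, 18 rose and 1 fell; median 0.71; camera adjusted p = 6.89e-08, and adjusted p = 0.205 with an estimated correlation). Psmb8 rose from 0.217 ± 0.0383 to 1.98 ± 0.429 CPM (3.19 ± 0.24) and the MHC class I light chain gene B2m from 5.67 ± 0.712 to 15.6 ± 4.3 CPM (1.45 ± 0.16). Of 19 mitochondrial genes 9 rose (3, 4 and 5 without control library 2, control library 3 and VPA eGFP+ library 3, 11 when adjusted over the list alone; median 0.51; camera adjusted p = 0.00341, and adjusted p = 0.506 with an estimated correlation), mt-Rnr2 by 0.86 ± 0.14. The mitochondrial share of counts was 2.28% to 2.81% in VPA eGFP+ and 1.42% to 1.84% in control libraries. Of 15 trophoblast genes 5 rose and 3 fell (1 fell without VPA eGFP+ library 3; adjusted over the list alone, 6 and 3; camera adjusted p = 0.184), with Krt8 at 2.6 ± 0.942 and 11.7 ± 4.98 CPM (2.18 ± 0.28).

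Among lineage genes, the endoderm factor Gata6 (2.06 ± 0.324 to 0.349 ± 0.0429 CPM, -2.57 ± 0.31), the posterior factor Cdx1 (-1.82 ± 0.28) and the vascular receptor gene Tek (22.6 ± 1.95 to 8.94 ± 2.43 CPM) fell. The collagen gene Col1a2 (4.5 ± 0.55, from 0.0686 ± 0.0217 CPM) and the adhesion gene Ncam1 (0.97 ± 0.17) rose. Risen and fallen members were 2 and 6 of 24 for mesoderm (0.184), 1 and 2 of 11 for endoderm (0.35), 2 and 3 of 15 for neuroectoderm (0.507) and 4 and 1 of 20 for muscle (0.587). They were 3 and 4 of 12 for fibroblast and matrix (0.587), 1 and 2 of 7 for endothelium and blood (0.251), 2 and 1 of 23 for Hox (0.622), 1 and 3 of 18 for the cell cycle (0.184) and 0 and 1 of 79 for ribosomal proteins (0.262). Of the study's WNT and mesoderm set, not independent evidence, 1 rose and Sp5 fell (-2.38 ± 0.37; 0.851). None of 11 DNA methylation genes was called (0.193). The fallen became 3 for mesoderm without control library 2 or 3 or VPA eGFP+ library 2, 1 for neuroectoderm without control library 2 or 3, and 7 for the cell cycle, 3 for muscle and 10 for ribosomal proteins without VPA eGFP+ library 1. Ribosomal proteins had 5 and 3 risen and 0 fallen without VPA eGFP+ libraries 2 and 3, and 0 fallen without any 1 control library. Counts of 1 or 2 also moved for mesoderm, endoderm, Hox, the cell cycle and the WNT set. Adjusted over the list alone, the counts were 3 and 3 for neuroectoderm, 1 and 0 for Hox, 1 and 7 for the cell cycle, 0 and 0 for ribosomal proteins, and unchanged for the rest. Among 26 HDAC and corepressor genes 1 rose, Hdac1 (208 ± 16 to 272 ± 10.8 CPM, 0.38 ± 0.09), and 4 fell, among them Hdac11 (-0.9 ± 0.17; camera adjusted p = 0.349). The 4 became 2 and 1 without control libraries 1 and 2, and 3 rose without VPA eGFP+ library 2 or 3. Hdac2 (-0.09, adjusted p = 0.541) was not called, and Hdac3 was 0.29 (0.0574; 0.28 and 0.0446 with the replicate block, 0.0247 to 0.165 over all alternatives). The median and the test differed in sign for the WNT and muscle lists. Of the called lists, only the imprinted one held with an estimated correlation (adjusted p = 0.0191).

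**Figure D3:**
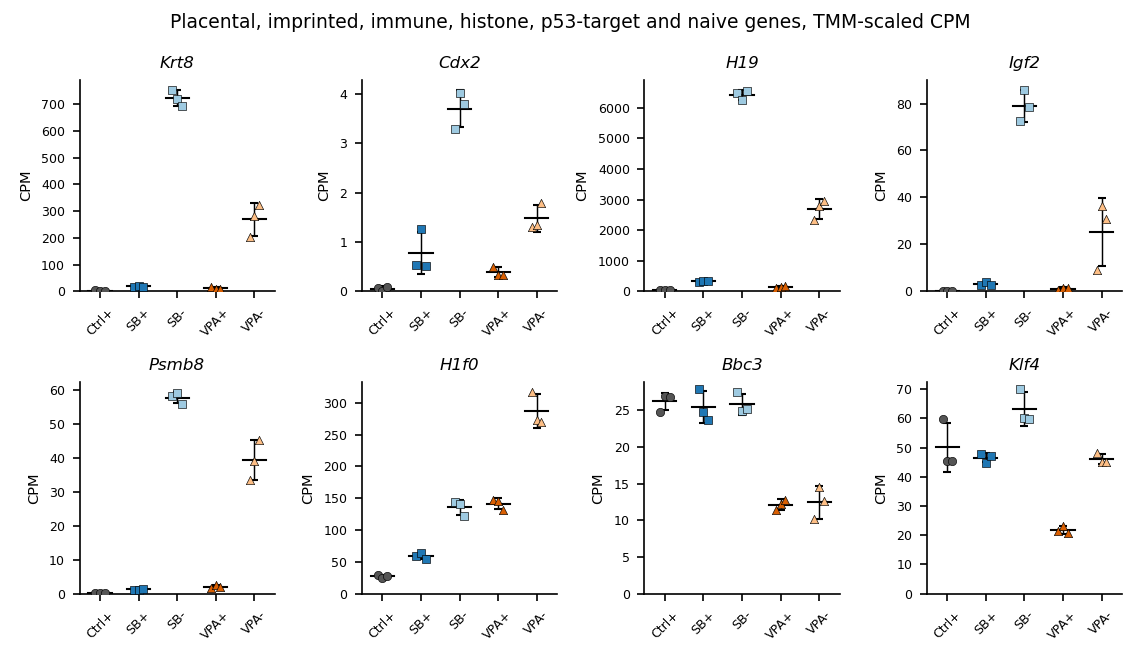
TMM-scaled CPM (vertical axes, starting at 0) of 8 genes in the 5 groups, with a point per library, a line at the mean and bars of 1 SD. H1f0 stands at 27.2 CPM in control, 59.1 in SB and 141 in VPA eGFP+ cells, and Bbc3 and Klf4 stand lowest in VPA eGFP+ cells.

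Both compounds moved many of the same genes in eGFP+ cells. With a log2 change beyond 1, 128 genes rose with both, where 8.82 would be shared if the calls were independent (odds ratio 34.9, 95% interval 26.6 to 45.7), and 138 fell with both against 13.3 (odds ratio 21.2). The 138 became 87 without control library 2 and 84 without SB eGFP+ library 2. Krt8, H19, Peg10, Psmb8 and H1f0 rose, and Dazl, Smc1b, Mov10l1, Tgfbi and Sp5 fell, under both. Only 3 genes rose with SB and fell with VPA, named here after their values were seen, and 0 did the reverse. They were Gm32857 (1.47 ± 0.22 and -2.56 ± 0.27), Vnn1 (1.02 ± 0.2 and -1.03 ± 0.22) and Tat (1.52 ± 0.39 and -1.36 ± 0.42), the Tat adjusted p of 0.0254 and 0.0286 reaching 0.143 and 0.0898 with 1 library left out. Both comparisons share the 3 controls, which correlates them. In 20 simulated draws of unchanged groups against shared controls, changes correlated across genes by 0.499 (observed 0.535), with covariance 0.104 (observed 0.334). Unchanged groups yield few calls, so the 0 genes called in both decide nothing. As controls were not split, their share in the overlap was not measured.

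**Figure D4:**
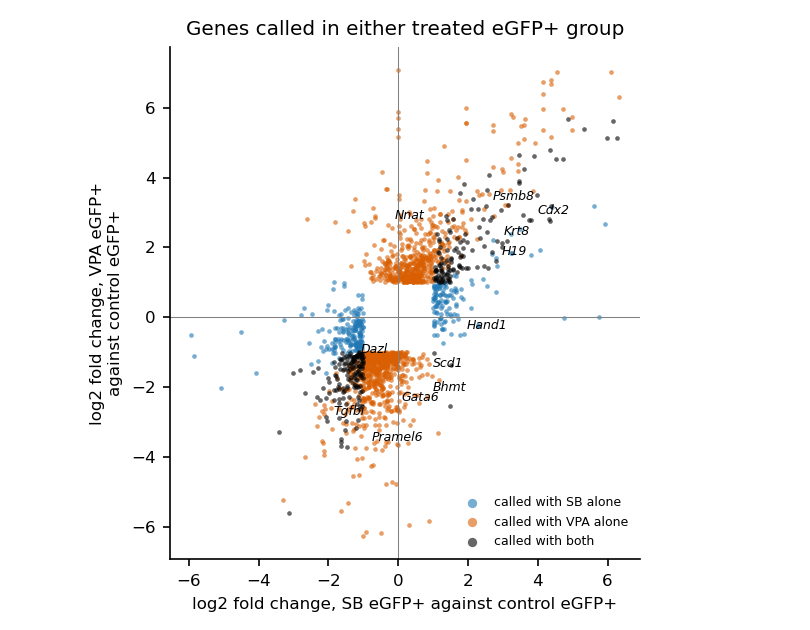
Log2 fold changes of called genes in eGFP+ cells against control, with SB on the horizontal and VPA on the vertical axis, coloured by whether a gene was called with SB, VPA or both, and 12 genes labelled. Beyond a log2 change of 1, 128 genes are higher and 138 lower with both, and 3 lie in opposite directions.

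The direct comparison of VPA with SB eGFP+ cells asks where the compounds differ, at doses in different units. Bhmt stood at 22.5 ± 6.89 CPM with SB and 2.6 ± 0.152 with VPA (n = 3 each, -3.11 ± 0.3, adjusted p = 1.31e-05) and Scd1 at 69.4 ± 5.73 and 12.7 ± 3.59 CPM (-2.44 ± 0.16). Tat (-2.89 ± 0.42), Pramel6 (-2.81 ± 0.18) and Cyp2b23 (-2.5 ± 0.2) were lower with VPA as well. Nnat (2.67 ± 0.445 to 20.1 ± 1.81 CPM, 2.91 ± 0.13, adjusted p = 5.18e-09), Hist1h1c (2.25 ± 0.23), Egr1 (8.41 ± 1.51 to 35.3 ± 10.9 CPM, 2.07 ± 0.23), the aldo-keto reductase gene Akr1b8 (2 ± 0.2) and Zdhhc15 (1.86 ± 0.25) were higher with VPA. With a log2 change beyond 1, 518 genes were higher and 422 lower with VPA, and the 518 became 331 with only the groups compared and 800 with limma-voom. Without that limit 1503 were higher and 1671 lower. These became 892 and 1106 without SB eGFP+ library 1, 804 and 1039 without SB eGFP+ library 3, and the 1503 became 921 without SB eGFP+ library 2.

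Part of the trophoblast, mesoderm and naive genes were lower with VPA than with SB, but no list call held with an estimated correlation. Of 15 trophoblast genes 5 were lower and 0 higher (6 lower when adjusted over the list alone, camera adjusted p = 7.91e-05), such as Wnt7b (40.8 ± 1.03 to 15.5 ± 1.73 CPM, -1.4 ± 0.14) and Gata3 (3.81 ± 0.276 to 1.03 ± 0.224 CPM, -1.85 ± 0.18). Of 24 mesoderm genes 6 were lower (6 when adjusted over the list alone, camera 0.0129), led by Hand1 (14 ± 1.45 to 2.84 ± 0.305 CPM, -2.3 ± 0.13, adjusted p = 6e-08). Of 17 naive genes 4 were lower (7 without VPA eGFP+ library 1, 6 when adjusted over the list alone, camera 7.91e-05), such as Klf4 (-1.1 ± 0.11), Tbx3 (-1.11 ± 0.14) and Fgf4 (-1.1 ± 0.14). Of 10 p53 targets 8 were lower and 1 higher (0 higher without any 1 library but VPA eGFP+ library 1), also when adjusted over the list alone (1.27e-06), with Bbc3 at 25.5 ± 2.2 and 12.1 ± 0.708 CPM. Zfp57, which guards imprints, was lower (-0.44 ± 0.09), the only called gene of 11 for DNA methylation (1 also when adjusted over the list alone, 2 and 3 without VPA eGFP+ libraries 1 and 2, camera 0.0226, and 0.0775 without VPA eGFP+ library 1). Later germline genes were higher, 5 of 13 (3 without SB eGFP+ library 1 or 2, 6 when adjusted over the list alone, camera 0.00338), among them Sohlh2 (37.2 ± 3.94 to 57.6 ± 2.45 CPM) and Taf7l (1.53 ± 0.22). So were 5 of 21 piRNA genes with 1 lower (2 higher without SB eGFP+ library 2, 0 lower without any SB library or VPA eGFP+ library 2, 8 and 1 when adjusted over the list alone, camera 0.0235). The imprinted list had 5 higher and 2 lower (8 higher without VPA eGFP+ library 1, 1 lower without SB eGFP+ library 2 or 3 or VPA eGFP+ library 3, 5 and 3 when adjusted over the list alone, camera 0.0134). The transgenes had 3 higher of 4 (3 higher and 1 lower when adjusted over the list alone, camera 0.0235). Of 19 mitochondrial genes 7 were higher (3, 4 and 2 without SB eGFP+ libraries 1, 2 and 3, 9 when adjusted over the list alone, camera 0.00338). The piRNA call was lost without SB eGFP+ library 2 (0.0652) or VPA eGFP+ library 3 (0.0518). The trophoblast, mesoderm, naive, p53, imprinted and transgene lists had an adjusted p = 0.194 with an estimated correlation, the piRNA list 0.266, the DNA methylation list 0.341, and the later germline and mitochondrial lists 0.397.

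H19 was lower with VPA (338 ± 18.9 to 148 ± 32.5 CPM, -1.19 ± 0.14) while Mest was higher (1.36 ± 0.13). H1f0 was higher too (59.1 ± 5.16 to 141 ± 8.62 CPM, 1.26 ± 0.1, adjusted p = 2.82e-06). Dazl (0.05, 95% interval -0.42 to 0.53, adjusted p = 0.907) and Smc1b (0.26, -0.11 to 0.63, 0.336) were not called between the compounds. Of 30 meiosis genes 4 were higher and 2 lower (0 lower without SB eGFP+ library 1 or 3 or VPA eGFP+ library 1, 6 and 2 when adjusted over the list alone, camera adjusted p = 0.119).

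The comparison of eGFP- with eGFP+ cells under SB asks what sets apart cells that did not reach the reporter-positive state. Clu, a secreted chaperone, stood at 24.2 ± 2.81 CPM in eGFP+ and 1188 ± 71.7 CPM in eGFP- cells (n = 3 each, 5.62 ± 0.15, adjusted p = 2.08e-12). Krt8 stood at 18.2 ± 1.66 and 721 ± 30 CPM (5.3 ± 0.29) and H19 at 338 ± 18.9 and 6425 ± 156 CPM (4.25 ± 0.15). Ifit3 (8.19 ± 0.53), Kirrel3 (7.34 ± 0.62) and Prok1 (6.91 ± 0.61) rose from under 0.1 CPM. Sprr1a had no count in SB eGFP+ libraries and 5.33 ± 1.13 CPM in eGFP- libraries, at least 200.5-fold above the limit that 3 counts allow. The largest falls after Dppa3 were in Pramel7 (-4.96 ± 0.35), the shugoshin gene Sgo2b (-4.28 ± 0.38), the peptidase gene Dpp4 (27.4 ± 0.96 to 1.65 ± 0.207 CPM, -4.05 ± 0.13) and Tat (-3.86 ± 0.45). Beyond a log2 change of 1, 2519 genes rose and 1764 fell, among 4718 and 4061 in all.

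Most naive and later germline genes and part of the meiosis genes were lower in SB eGFP- cells. Of 17 naive genes 15 fell and 1 rose, also when adjusted over the list alone (camera adjusted p = 2.77e-10), such as the nuclear receptor gene Nr0b1 (59.2 ± 1.83 to 6.5 ± 1.51 CPM, -3.19 ± 0.19) and Tcl1 (53.8 ± 4.24 to 7.7 ± 0.162 CPM, -2.8 ± 0.12). Of 30 meiosis genes 14 fell and 3 rose, also when adjusted over the list alone (0.0303, adjusted p = 0.148 with an estimated correlation, 0.0695 without SB eGFP+ library 3 and 0.0501 without SB eGFP- library 1). Of 13 later germline genes 9 fell and 1 rose (9 and 2 when adjusted over the list alone, camera 0.0245, adjusted p = 0.399 with an estimated correlation). The early PGC list (9 fell and 3 rose, or 9 and 4 when adjusted over the list alone, camera 0.0813) and the piRNA list (11 fell and 4 rose, also when adjusted over the list alone, camera 0.149) were not called. Dazl went from 155 ± 22.1 to 41.6 ± 9.16 CPM (-1.9 ± 0.23), Nanos3 fell by 3.63 and the piRNA gene Tdrd12 went from 49.7 ± 5.1 to 5.27 ± 0.724 CPM (-3.24 ± 0.16). Nanog (1716 ± 80.2 to 5436 ± 410 CPM, 1.66 ± 0.18) and Prdm14 (1.97 ± 0.16), whose counts can include transgene reads, rose. Of 18 cell cycle genes 16 fell, also when adjusted over the list alone (0.00209, adjusted p = 0.176 with an estimated correlation), such as Mcm7 (-0.68 ± 0.08). Of 79 ribosomal protein genes 6 fell (4 when adjusted over the list alone, camera 0.0105, adjusted p = 0.737 with an estimated correlation).

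Trophoblast genes rose in SB eGFP- cells, 13 of 15 (13 when adjusted over the list alone, camera adjusted p = 7.22e-18), with Gata2 at 8.57 ± 0.626 and 52.3 ± 2.07 CPM. Of 31 interferon genes 28 rose (28 when adjusted over the list alone, camera 1.18e-31), with Psmb8 at 1.26 ± 0.14 and 57.6 ± 1.64 CPM (5.51 ± 0.17). Of 22 imprinted genes 14 rose and 3 fell (14 and 4 when adjusted over the list alone, camera 1.01e-08), Cdkn1c from 9.82 ± 1.05 to 334 ± 22.6 CPM. Of 10 stress genes 9 rose (9 when adjusted over the list alone, camera 1.67e-11), Atf3 from 1.99 ± 0.381 to 82.5 ± 3.42 CPM. Of 20 muscle genes 12 rose and 3 fell (9.33e-05, adjusted p = 0.0882 with an estimated correlation, Tpm1 162 ± 3.33 to 676 ± 39 CPM). Of 23 Hox genes 13 rose and 2 fell (1 fell without SB eGFP+ library 1 or 3 or SB eGFP- library 3; 0.00254, and 0.0541 without both VPA libraries of number 1). Of 7 HDAC inhibitor-responsive genes 5 rose and 1 fell (5.75e-05), and of 7 endothelium and blood genes 5 rose and 2 fell (0.00888, adjusted p = 0.0806 with an estimated correlation, 0.0892 without both VPA libraries of number 1), each with the same counts when adjusted over the list alone. All 6 genes of the study's WNT and mesoderm set rose (6 when adjusted over the list alone, camera 0.00505, adjusted p = 0.0654 with an estimated correlation), which is not independent evidence, with Msx2 at 4.7 ± 0.855 and 27.7 ± 1.4 CPM. Hand1 rose from 14 ± 1.45 to 191 ± 6.88 CPM (3.78 ± 0.12, adjusted p = 7.13e-12) although the mesoderm list, with 7 risen, 4 fallen and a median of -0.23 against an upward test, was not called (0.281). The naive, trophoblast, imprinted, interferon, HDAC inhibitor, Hox and stress calls held with an estimated correlation.

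The same comparison under VPA gave a similar picture with other leading genes. The homeobox genes Hmx2 (0.154 ± 0.0541 to 14.2 ± 1.73 CPM, 6.57 ± 0.31, adjusted p = 3.35e-10) and Hmx3 (0.354 ± 0.105 to 32.4 ± 5.09 CPM, 6.46 ± 0.4), known from the inner ear and brain, rose most with the WNT ligand gene Wnt9b (6.81 ± 0.56). Ifit3 (6.38 ± 0.47) and Prok1 (6.33 ± 0.56) followed. After Dppa3, the largest falls were in the slit diaphragm gene Nphs1 (24.8 ± 1.62 to 1.33 ± 0.265 CPM, -4.21 ± 0.16), Ccdc92b (-3.89 ± 0.18), Nanos3 (12 ± 4.04 to 0.848 ± 0.252 CPM, -3.79 ± 0.33) and Zscan5b (-3.71 ± 0.3). Beyond a log2 change of 1, 2525 genes rose and 1563 fell, among 4699 and 4396 in all, the 4396 becoming 2841 with only the groups compared.

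Of 14 early PGC genes 9 fell and 3 rose in VPA eGFP- cells, also when adjusted over the list alone (camera adjusted p = 0.000418), Alpl from 423 ± 29.8 to 119 ± 6.78 CPM. Of 17 naive genes 13 fell and 2 rose (14 and 2 when adjusted over the list alone, camera 3.25e-07). The meiosis list, with 12 fallen and 5 risen (13 and 5 when adjusted over the list alone), was not called (0.122). Of 18 cell cycle genes 15 fell (15 when adjusted over the list alone, camera 7.52e-06, adjusted p = 0.0677 with an estimated correlation). Of 79 ribosomal protein genes 47 fell (19 without VPA eGFP+ library 1, 16 and 26 without VPA eGFP- libraries 2 and 3, 57 when adjusted over the list alone, camera 3.45e-05, adjusted p = 0.603 with an estimated correlation). Rises were called for trophoblast (13 of 15 with 1 fallen; 5.03e-14; Krt8 11.7 ± 4.98 to 269 ± 61.1 CPM), stress (9 of 10; 2.38e-10), Hox (15 of 23; 4.3e-06; Hoxb5 0.307 ± 0.31 to 19.8 ± 3.03 CPM) and the WNT and mesoderm set (6 of 6, not independent evidence; 0.000425). Also called were the imprinted list (14 of 22 with 4 fallen, or 2 without VPA eGFP+ library 2 or 3 or VPA eGFP- library 3; 3.89e-07; H19 148 ± 32.5 to 2693 ± 332 CPM), mesoderm (10 of 24 with 2 fallen; 0.045, adjusted p = 0.0745 with an estimated correlation, 0.0809 without VPA eGFP+ library 2, 0.0578 without both VPA libraries of number 1) and endothelium and blood (4 of 7 with 1 fallen; 0.0116, adjusted p = 0.0819 with an estimated correlation, 0.0849 without both VPA libraries of number 1). These 7 lists had the same counts when adjusted over the list alone. Of 31 interferon genes 27 rose and 1 fell (28 and 1 when adjusted over the list alone, camera 1.03e-20). Of 7 HDAC inhibitor-responsive genes 4 rose and 2 fell (5 and 2 when adjusted over the list alone, camera 0.00265). Of 20 muscle genes 10 rose and 3 fell (5 fell without VPA eGFP+ library 3 or VPA eGFP- library 1, 11 and 4 when adjusted over the list alone, camera 0.00603, adjusted p = 0.245 with an estimated correlation). Hand1 rose from 2.84 ± 0.305 to 53.6 ± 3.72 CPM (4.24 ± 0.13). Both beta protocadherins rose from near 0, Pcdhb22 to 1.88 ± 0.98 CPM. The remaining called lists held with an estimated correlation.

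**Figure D5:**
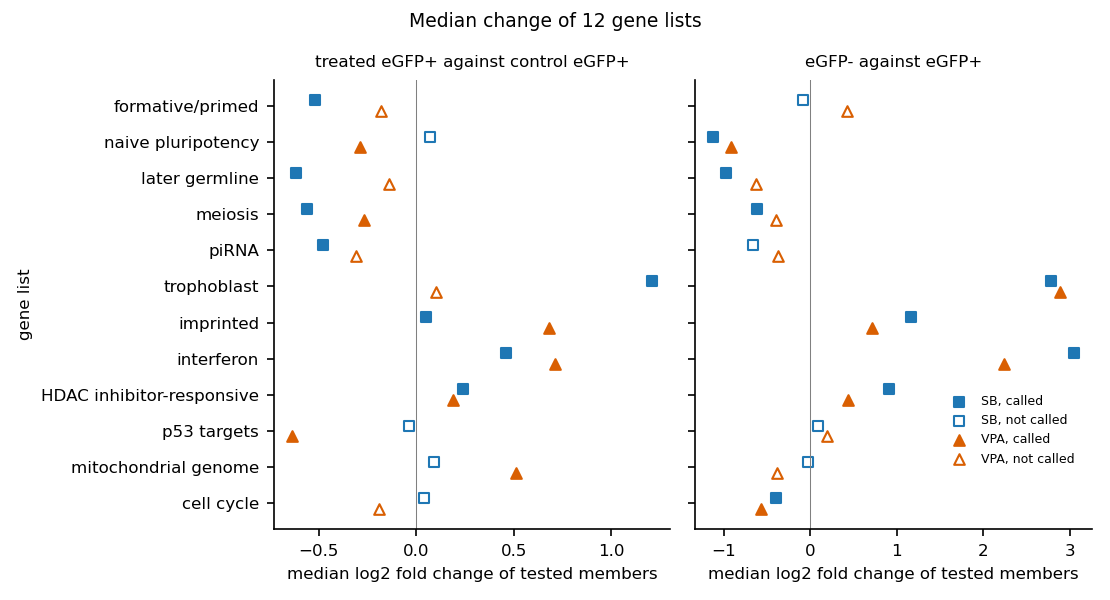
Median log2 fold change (horizontal axes) of the tested members of 12 gene lists (vertical axis), at left treated against control eGFP+ cells and at right eGFP- against eGFP+ cells, with SB and VPA as separate markers, filled where camera called the list. With SB the meiosis median is -0.56 and the trophoblast median 1.21, and with VPA the p53 median is -0.64.

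The eGFP- to eGFP+ change was largely shared. With a log2 change beyond 1, 1837 genes rose under both compounds (335 if independent; odds ratio 61.7) and 1021 fell under both (145; odds ratio 42.3). Genes changed by a compound within eGFP+ cells were then compared with the sort difference under the other compound, which shares no library with it. Of the 662 genes that VPA raised, 268 were higher in SB eGFP- than SB eGFP+ cells (87.9 if independent; odds ratio 4.86, 95% interval 4.12 to 5.72), and 170 with only the groups compared. Of the 801 that VPA lowered, 297 were lower there (74.4; odds ratio 6.71). Of the 253 that SB raised, 125 were higher in VPA eGFP- cells (33.7; odds ratio 6.64, 5.13 to 8.6). Of the 315 that SB lowered, 64 were lower there (25.9; odds ratio 2.92, 2.17 to 3.88), and 39 without control library 2 and 37 without SB eGFP+ library 2, but 103 were higher there (41.9; odds ratio 3.26, 2.54 to 4.16).

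The comparison of VPA with SB eGFP- cells asks whether the compounds leave different cells outside the germline fate. Most formative genes and part of the neural genes were higher with VPA, and most trophoblast genes higher with SB. The matrix gene Tnc (0.738 ± 0.461 to 8.63 ± 4.47 CPM, 3.55 ± 0.59, adjusted p = 0.000534), Wnt9b (3.47 ± 0.42) and the neuronal gene Crmp1 (1.56 ± 0.474 to 15.3 ± 3.5 CPM, 3.3 ± 0.33) were the most raised. The muscle ligase gene Trim54 (-3.07 ± 0.35) and the macrophage and trophoblast receptor gene Csf1r (8.44 ± 2.1 to 1.23 ± 0.638 CPM, -2.77 ± 0.33) were among the most lowered. Beyond a log2 change of 1, 1086 genes were higher and 729 lower with VPA (2344 and 2732 in all), the 729 becoming 1103 with limma-voom.

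Of 11 formative genes 7 were higher with VPA and 0 lower (8 when adjusted over the list alone, camera adjusted p = 8.5e-07), with Zic2 at 28.3 ± 0.745 and 105 ± 23.8 CPM (1.9 ± 0.14) and Sox11 at 4.03 ± 1.23 and 15.1 ± 3.46 CPM. Of 15 neuroectoderm genes 7 were higher and 1 lower (4 and 2 higher without SB eGFP- libraries 1 and 3, 3 and 4 without VPA eGFP- libraries 2 and 3, 8 and 1 when adjusted over the list alone, camera 0.006, adjusted p = 0.0745 with an estimated correlation), such as Stmn2 (1.33 ± 0.19). Later germline genes were higher, 9 of 13 (10 when adjusted over the list alone, camera 2.16e-05, adjusted p = 0.258 with an estimated correlation), Sohlh2 from 40.4 ± 1 to 75.5 ± 12 CPM. So were 9 of 30 meiosis genes with 3 lower (0 or 1 lower without any 1 library), also when adjusted over the list alone (0.0252, adjusted p = 0.208 with an estimated correlation, 0.0642 without SB eGFP- library 1, 0.0588 without VPA eGFP- library 1 and 0.0579 without both VPA libraries of number 1). Of 23 Hox genes 4 were higher (2 without SB eGFP- library 3, 4 when adjusted over the list alone, camera 0.0228, adjusted p = 0.0901 with an estimated correlation, 0.0588 without VPA eGFP- library 1 and 0.0816 without both VPA libraries of number 1). Of 15 trophoblast genes 11 were lower (12 when adjusted over the list alone, camera 2.33e-09, adjusted p = 0.0745 with an estimated correlation), Krt7 from 204 ± 11 to 57.9 ± 12.2 CPM (-1.82 ± 0.2) and Gata3 from 26.4 ± 1.96 to 7.8 ± 1.08 CPM. Of 31 interferon genes 12 were lower and 2 higher (1 higher without any 1 library but VPA eGFP- library 1, 18 and 3 when adjusted over the list alone, camera 0.0011, adjusted p = 0.315 with an estimated correlation). Of 10 p53 targets 8 were lower and 1 higher (5 lower without SB eGFP- library 2 or 3 or VPA eGFP- library 1 or 3), also when adjusted over the list alone (0.00502, adjusted p = 0.315 with an estimated correlation). Of 18 cell cycle genes 11 were lower (12 when adjusted over the list alone, camera 0.00109, adjusted p = 0.258 with an estimated correlation). Only the formative call held with an estimated correlation (adjusted p = 0.00912). Nnat (31.7 ± 3.48 to 197 ± 0.789 CPM) was higher and H19 (6425 ± 156 to 2693 ± 332 CPM), Peg10 (-1.42 ± 0.19) and Hand1 (191 ± 6.88 to 53.6 ± 3.72 CPM) lower with VPA. Msx2 was not called (0.38 ± 0.17, adjusted p = 0.107, from 0.000145 with limma-voom to 0.242 over alternatives).

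The interaction asks whether the eGFP- to eGFP+ change itself differed between the compounds. With a log2 difference beyond 1, 175 genes had a higher change with VPA and 152 a lower one. The 175 became 104 without SB eGFP+ library 1, 104 with only the groups compared and 277 without both VPA libraries of number 1, and the 152 became 101 without SB eGFP- library 1 and 236 without both VPA libraries of number 1. Zic2 (1.38 ± 0.19, adjusted p = 0.00125) and Tbx3 (0.94 ± 0.19) rose relative to SB, and Gcm1, a placental transcription factor (-2.48 ± 0.39, adjusted p = 0.00279), Peg10 (-1.61 ± 0.27), Psmb8 (-1.22 ± 0.22) and Clu (-1.27 ± 0.18) fell relative to it. The formative list (4 of 11 higher, 5 when adjusted over the list alone, camera adjusted p = 1.54e-05) and the early PGC list (2 of 14 lower, 5 when adjusted over the list alone, camera 0.00325) held with an estimated correlation (0.0231 and 0.0467). The 4 became 1 without SB eGFP+ library 1 or 2 or SB eGFP- library 3, and 2 without SB eGFP+ library 3 or VPA eGFP+ library 2 or 3. The 2 became 0 without SB eGFP+ library 1 or SB eGFP- library 3, and 1 without SB eGFP+ library 2 or 3, SB eGFP- library 1 or 2 or VPA eGFP- library 2 or 3.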

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

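The interaction tested whether the change between eGFP- and eGFP+ cells differed between the compounds, and 300 genes had a higher and 336 a lower change with VPA. The largest differences on the positive side were in Gad1, which makes the transmitter GABA (4.13 ± 0.35, adjusted p = 1.89e-05), the zinc finger gene Sall3 (3.06 ± 0.38, 0.000541) and the neuronal gene Dpysl4 (2.76 ± 0.6, 0.0192). Dpysl4 was lost without SB eGFP+ library 1 (0.0533), SB eGFP+ library 3 (0.0573) or SB eGFP- library 1 (0.0528). On the negative side they included the membrane gene Emp1 (-2.62 ± 0.43, 0.00335) and the sulfotransferase gene Chst5 (-3.07 ± 0.47, 0.00239). Gad1 stood at 17.9 CPM in control, 5.5 in SB eGFP+, 1.87 in SB eGFP-, 2.36 in VPA eGFP+ and 14.2 in VPA eGFP- cells.

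The change was also higher with VPA for the formative (camera adjusted p = 1.54e-05) and neuroectoderm lists (0.0272, adjusted p = 0.112 with an estimated correlation), and lower for the early PGC (0.00325), interferon (3.26e-08, adjusted p = 0.132 with an estimated correlation) and HDAC inhibitor-responsive lists (0.0199, adjusted p = 0.112 with an estimated correlation). These 5 calls held without each single library. In the neuroectoderm list 0 members were called higher and 1 lower (3 and 1 when adjusted over the list alone), Elavl3 (-1.76 ± 0.39, adjusted p = 0.0209), which was lost without SB eGFP+ library 1 or 3 or SB eGFP- library 3 and with only the groups compared (up to 0.0616). In the interferon list 5 of 31 members were called, all lower, and 13 when adjusted over the list alone.

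The other list calls in the interaction were each lost without single libraries and with an estimated correlation. Naive genes (0.0315, adjusted p = 0.477 with an estimated correlation) gave 0.0835 without SB eGFP- library 2, 0.373 without VPA eGFP- library 1 and 0.0911 without both VPA libraries of number 1. Later germline genes (0.0383 and 0.58) gave 0.1 without SB eGFP+ library 3, 0.122 without SB eGFP- library 2, 0.175 and 0.121 without VPA eGFP+ libraries 2 and 3, and 0.471 without VPA eGFP- library 1. Mesoderm genes (0.0315 and 0.112) gave 0.0562 without SB eGFP+ library 3 and 0.0906 without VPA eGFP+ library 2. The tests of these 3 lists pointed upward with VPA, but members called higher were 3 for naive genes (1 without SB eGFP+ library 1 or 2, SB eGFP- library 2 or 3, VPA eGFP+ library 3 or VPA eGFP- library 2) and 0 for the later germline and mesoderm.

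For 5 lists the tests pointed downward with VPA, while members called lower were 1 for trophoblast, 3 for muscle and 0 for cell cycle, mitochondrial and ribosomal protein genes. Trophoblast genes (0.0315 and 0.477 with an estimated correlation) gave 0.0677 without SB eGFP+ library 1, 0.0504 without SB eGFP- library 3, 0.213 without VPA eGFP+ library 1, 0.152 and 0.0514 without VPA eGFP- libraries 1 and 2, 0.554 without both VPA libraries of number 1, and 0.0611 with the length offset and block. Muscle genes (0.0272 and 0.477) gave 0.127 without VPA eGFP+ library 1, 0.0629 without VPA eGFP- library 2 and 0.0917 without both VPA libraries of number 1. Cell cycle genes (0.04 and 0.477) gave 0.0577 and 0.077 without SB eGFP+ libraries 1 and 2, 0.114 without SB eGFP- library 3, 0.0693 without VPA eGFP+ library 1, and 0.0898 and 0.11 without VPA eGFP- libraries 2 and 3. Mitochondrial genes (0.04 and 0.58) gave 0.0549 without SB eGFP+ library 3, 0.0763 without SB eGFP- library 3, 0.213 without VPA eGFP+ library 1, 0.14 and 0.0882 without VPA eGFP- libraries 2 and 3, and 0.192 and 0.161 with the length offset alone and with the block. Ribosomal protein genes (0.0266 and 0.713) gave 0.0899 without SB eGFP- library 3, 0.539 without VPA eGFP- library 2 and 0.116 without both VPA libraries of number 1, and turned upward without VPA eGFP+ library 1 (0.0835). With fry, 6 of these 8 lists were lost (0.0836 to 0.545), all but mesoderm and cell cycle. No formal outlier test of single libraries was run with 3 per group.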

How the results depend on the processing

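No named gene that was called changed direction under any alternative. With DESeq2 size factors, 719 of 719 named genes and lists and all 40 counts and list tests kept their side of the threshold. The DESeq2 Wald test kept 640 (3 lost, 2 gained), limma-voom 634 (3 lost, 6 gained, 2 with the sign changed), no filter 628 (14 lost, 3 gained) and only the groups compared 580 (50 lost, 6 gained, 1 with the sign changed), and list tests were not rerun in these 4. The replicate block kept 718 (1 gained), the length offset 708 (8 lost, 1 gained, 2 with the sign changed), that offset with the block 709 (7 lost, 1 gained, 2 with the sign changed), and leaving out both VPA libraries of number 1 kept 698 (14 lost, 5 gained, 2 with the sign changed). Of the list results, fry kept 66 and lost 8, and camera with an estimated correlation kept 23 and lost 51, and lost 1 more, the meiosis list with VPA. Changes smaller than about 2-fold were the least visible at this depth, since 38.8% of simulated 1.5-fold changes were called for each treated eGFP+ group against control. Except where named, the cause of a moved value was not tested.

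For SB eGFP+ with control, calls without a log2 limit (637 higher, 750 lower) became 994 and 1151 with the DESeq2 Wald test, 2109 and 2316 with limma-voom, 1788 and 1810 without both VPA libraries of number 1, and 1847 and 1988 with only the groups compared. The 637 became 977 with the length offset and 1115 with that offset and the block. With a log2 change beyond 1 (253 and 315), limma-voom gave 394 and 646, and only the groups compared 493 lower. With 1 library left out, which also leaves fewer samples, calls ran from 350 to 404 and from 376 to 489, and beyond 1 from 178 to 215 and from 188 to 253.

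For VPA eGFP+ with control (2142 and 2313), limma-voom gave 3394 and 3723, and only the groups compared 1126 and 1431. Leaving out 1 library gave 1293 to 2221 and 1519 to 2366. Without a log2 limit the order of the compounds by count is therefore not fixed, with 1847 and 1988 for SB and 1126 and 1431 for VPA when only the groups compared are fitted. Beyond 1, VPA had more in each setting run for both, such as 690 against 493 lower with only the groups compared and 618 against 205 without control library 2. For VPA with SB eGFP+ (1503 and 1671), limma-voom gave 2934 and 3152, leaving out both VPA libraries of number 1 gave 2486 and 2559, only the groups compared 710 and 834, and leaving out 1 library 804 to 1619 and 1039 to 1756. Beyond 1, the 518 became 800 with limma-voom and 331 with only the groups compared (356 to 528 with 1 library left out). For VPA eGFP- with eGFP+, 4396 lower became 2841 with only the groups compared. For VPA with SB eGFP-, limma-voom gave 4270 and 4986, and 1103 lower beyond 1.

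For the interaction (300 and 336), no filter gave 490 and 590, the DESeq2 Wald test 666 and 827, limma-voom 1365 and 1871, the length offset 523 and 744, that offset with the block 623 and 947, leaving out both VPA libraries of number 1 gave 827 and 1267, only the groups compared 142 and 213, and leaving out 1 library 134 to 462 and 180 to 740. Beyond 1 (175 and 152), these were 294 and 277 (no filter), 333 and 292 (DESeq2), 456 and 451 (limma-voom), 265 and 233 (offset with block), 277 and 236 (both VPA libraries of number 1 out), 104 higher (only the groups compared), and 104 to 230 and 101 to 213 with 1 library left out.

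Of the overlaps, the 138 genes lower with both compounds became 278 with limma-voom and 84 to 142 with 1 library left out. The 268 higher with VPA and in SB eGFP- cells became 170 with only the groups compared, and the 64 lower with SB and in VPA eGFP- cells became 144 with limma-voom and 37 to 63 with 1 library left out. The meiosis list with VPA (0.0484) became 0.0594 with the replicate block, 0.293 with an estimated correlation and 0.0158 to 0.133 with 1 library left out. The piRNA list with VPA (0.224) became 0.0269 with fry, which asks a different question.

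Among single genes, only values near 0 changed sign. Dppa3 with VPA (0.03) became -0.22 with limma-voom, where it was called (adjusted p = 0.0371), -0.14 with the length offset alone or with the block, and -0.25 without both VPA libraries of number 1. With 1 library left out it ran from -0.25 to 0.17. Dazl between the compounds (0.05) became -0.05 with limma-voom, -0.11 without both VPA libraries of number 1, and -0.11 to 0.17 with 1 library left out. Ifitm3 with SB (0.01) became -0.03 with the length offset alone or with the block, and -0.04, -0.02 and -0.02 without control library 2, control library 3 and SB eGFP+ library 2 (-0.04 to 0.1 over all libraries). Sycp1 with VPA (-0.01) became 0 with only the groups compared, and 0.05, 0.2 and 0.05 without control library 1, VPA eGFP+ library 2 and VPA eGFP+ library 3 (-0.33 to 0.2 over all libraries). Stra8 with VPA (-0.03) became 0.08, 0.15 and 0.05 without the same libraries (-0.32 to 0.15 over all libraries). The ribosomal protein list in the interaction turned upward without VPA eGFP+ library 1 (0.0835), and ran from 3.24e-06 to 0.539 with 1 library left out.

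Among named genes and lists, the replicate block changed only the meiosis and Hdac3 calls with VPA. It also moved counts of called members, such as 8 to 9 p53 targets and 13 to 16 histone genes with VPA. Same-number libraries were not paired for SB eGFP+ with control (-0.04, -0.01 and -0.24 over 9832 genes), VPA with SB eGFP+ (-0.03, 0.31 and -0.21), SB eGFP- with eGFP+ (0.04, 0.35 and 0.26) or VPA with SB eGFP- (0.04, 0.55 and -0.23), and the block moved none of their total calls beyond 1.5 times.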

Other observations

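Outside the lists, 3 gene families stood out and were chosen after their values were seen. Of 41 tested collagen genes, 10 fell and 1 rose with SB in eGFP+ cells (median -0.59), and 12 fell and 5 rose with VPA (median -0.41). The 10 became 5 without control library 2 and 6 without SB eGFP+ library 2, and the 5 became 2 without control library 2 and 3 without control library 1, control library 3 or VPA eGFP+ library 2. The basement membrane gene Col4a1 went from 33.7 ± 5.06 CPM in control to 15.5 ± 2.81 with SB (n = 3 each, -1.12 ± 0.24, adjusted p = 0.00771) and 5.39 ± 1.1 with VPA (-2.63 ± 0.25, adjusted p = 5.07e-06). Compared with eGFP+ cells, eGFP- cells had 18 collagens higher and 6 lower under SB and 15 and 6 under VPA. Of 53 clustered histone genes, 13 rose and 0 fell with VPA in eGFP+ cells (8 rose without control library 2). Their median of 1.11 became 0.58 without VPA eGFP+ library 1 and 0.55 without both VPA libraries of number 1 (11 rose). In VPA eGFP- compared with eGFP+ cells 10 were lower and 3 higher (median -0.87). The 10 became 3 without VPA eGFP+ library 1 (median -0.4), 17 without VPA eGFP+ library 3, and 5 and 4 without VPA eGFP- libraries 2 and 3. The 3 became 1 without VPA eGFP+ library 2 or 3 or VPA eGFP- library 1. With SB 2 rose, and 0 without control library 1, SB eGFP+ library 1 or SB eGFP+ library 3 and 1 without any other. VPA raised Hist3h2ba (0.196 ± 0.144 to 2.99 ± 1.17 CPM, 3.83 ± 0.46). Of 8 guanylate-binding genes, 3 rose with each compound. The direction of these counts was the same with DESeq2 size factors and the length offset.

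Of the 315 genes that SB lowered in eGFP+ cells, 103 were higher in VPA eGFP- than in VPA eGFP+ cells, where 41.9 would be shared if calls were independent (odds ratio 3.26, 95% interval 2.54 to 4.16, Fisher's exact p = 3.77e-19). An example chosen after its values were seen was the chromatin remodelling gene Smarca2 (15.8 ± 1.83 to 7.19 ± 0.67 CPM with SB, 13.6 ± 1.21 in VPA eGFP+ and 59.97 ± 12.5 in VPA eGFP- cells). Genes that SB raised were lower in VPA eGFP- cells in 30 cases against 20.8 (odds ratio 1.51, 95% interval 0.99 to 2.22, Fisher's exact p = 0.049). For VPA, 57 raised genes were lower in SB eGFP- cells against 61.5 (Fisher's exact p = 0.586), and 111 lowered genes were higher there against 106.3 (Fisher's exact p = 0.632).

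Of the tests below, those of the trophoblast share, of the small eGFP- share over fallen and over all members, and of both p53 explanations were chosen only after the results were seen. Among genes that rose in treated eGFP+ cells, carry-over of eGFP- cells in the sort requires nearly all to be higher in eGFP- cells, but 29.6% (75 of 253, 95% interval 24.1 to 35.7) were not with SB and 37.9% (251 of 662, 34.2 to 41.7) were not with VPA, which argues against carry-over as the whole cause. Abundant genes restricted to eGFP- cells implied a share of eGFP- RNA of 5.3% at most with SB and 8.72% with VPA. Of the 10 trophoblast genes that SB raised, 40% needed more than 5.3% (Wnt7b 22.96, Cdx2 19.63, Gata3 7.45 and Elf5 5.99), and 6 did not, such as Krt7 (2.26) and Krt8 (2.18). For this list carry-over and a response of eGFP+ cells cannot be told apart, because the members lie on both sides of that share.

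The meiosis and piRNA genes that fell with SB had a median of -0.99 against -0.16 for other genes restricted to eGFP+ cells (permutation p = 8e-05), and those that fell with VPA -1.12 against -0.09 (permutation p = 0.00064). Dilution by eGFP- RNA would need a share of 49.6% and 54.1% to give these medians. The genes were picked for having fallen, so these values decide nothing. All 51 tested members had a median of -0.56 with SB, which needs a share of 32.3% (95% bootstrap interval over members 23.1 to 41.9, lower end 20.5 to 24.1 with 1 library left out). That is above the 5.3% implied at most, which argues against dilution as the whole cause with SB. A response of eGFP+ cells to SB may underlie the fall, as a hypothesis found and tested on the same data. With VPA the median was -0.31 and the share needed 19.3% (9.8 to 27), against 8.72% implied at most. The lower end became -1.5% and 5.3% without control libraries 1 and 2, and 4.3%, 0.2% and 3.7% without VPA eGFP+ libraries 1, 2 and 3, so dilution and a response to VPA cannot be told apart.

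For the p53 targets that fell with VPA (median -0.64), the list had an adjusted p of 5.86e-08 with the length offset and the replicate block (median -0.57), and 4.4e-07 without both VPA libraries of number 1 (median -0.43). This argues against the length trend and these libraries as the whole cause. With an estimated correlation the list was not called (adjusted p = 0.205), so the call rests on the preset correlation. A lower p53 response under VPA may be involved, as a hypothesis found and tested on the same data.

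The 6 libraries of each comparison divide into 3 and 3 in 10 ways with the real split included, too few for a share under 0.05. The real split gave the most calls. It called 1387 genes for SB and 4455 for VPA against control, 3174 for VPA against SB eGFP+ cells, 8779 and 9095 for eGFP- against eGFP+ cells under SB and VPA, and 5076 for VPA against SB eGFP- cells. The highest other split called 483 for VPA eGFP- against eGFP+ cells and 0 for the other comparisons.

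Hoxb5 had no count in control and, unevenly, 0.3075 ± 0.31 CPM in VPA eGFP+ libraries, a mean at least 11.75-fold above a floor of 3 group counts. Chi-square per degree of freedom between replicates was 163 and 152 for VPA eGFP+ library 1 with libraries 2 and 3, 99.1 and 54 for VPA eGFP- library 1, and 5.54 to 22 for other pairs.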
